A study of Mus musculus with 4 samples. Its data were reported in "Dual functions of TET1 in germ layer lineage bifurcation distinguished by genomic context and dependence on 5-methylcytosine oxidation" (2023).

How the data were processed

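The series holds 4 Omni-ATAC libraries of anterior neural progenitor cells on day 5 of differentiation with 5 µM XAV939, 2 from Tet1 KO lines and 2 from WT lines. Groups were taken from the sample labels. The authors processed reads with the ENCODE ATAC-seq pipeline (trimming, alignment to mm10, deduplication and peak calling) and tested regions with DiffBind 3.0.15, with peaks re-centred to 150 bp on each side of the summit and background normalization. HOMER 2 and deepTools 3.4.3 are also named in the submission, but none of their output was used. The authors' deposited lists, 1 for closed and 1 for opened regions, have 6 columns without a header. The numeric columns hold no measured unit (other): the 4th is the serial number of the region in the authors' consensus peak set, which rose with genomic position over both lists with 0 exceptions, and the 5th is a score field that is 0 throughout. The threshold for a differential region is not stated. The study drew these regions ordered by fold change in a heatmap, but whether the deposited lists, which are labelled as ascending, follow that order is not stated. Signal tracks named in the labels, pooled by genotype, were not analysed here. Depth per library, fold changes and p-values of the authors' test are not in the lists, so no test across the 4 libraries was run, and intervals describe counting of regions only.

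Positions were read as mm10 and annotated with the GRCm38 genome sequence and the GENCODE annotation of the same build. A region was distal if its centre was more than 3 kb from a TSS, and every region, distal or not, was separately assigned to the first that applied of promoter (within 1 kb), exon, intron and intergenic. CpG density, GC content, observed over expected CpGs and soft-masked repeats were counted in the region's sequence. Shares were compared by Fisher's exact test and means by permutation of the list labels (100000 resamples), all two-sided, with Benjamini-Hochberg adjustment within each family. As background, 5 windows per region of equal width and of GC content within 2 percentage points were drawn from the same chromosome outside the listed regions. For 6 regions fewer than 5 windows were found, which left 11701 windows for closed and 23760 for opened regions. These windows are not known to be accessible and were not matched on repeat content. A difference from them can therefore belong to accessible chromatin in general or to repeat content. The presence of 40 consensus motifs, fixed before the data were examined, was scored on both strands and compared in 120 tests.

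Regulatory domains of 21938 protein-coding genes ran from 5 kb upstream to 1 kb downstream of the TSS and were extended up to 1 Mb to the neighbouring basal domains. A set of 18 gene lists with 519 members was fixed before the data were examined: forebrain and eye field, neural progenitor, neuronal differentiation, midbrain and hindbrain with spinal cord, naive pluripotency, formative and primed pluripotency, primitive streak, mesoderm, endoderm, neural crest with non-neural ectoderm, Wnt, Nodal and BMP, Notch and Hedgehog, axon guidance, synapse and neuronal adhesion, DNA methylation and Polycomb, imprinted, and housekeeping genes as a negative control. The non-coding imprinted genes Airn, H19 and Meg3 had no domain, which left 516. Lists share members, such as Otx2, Dll1 and Foxa2. For each list, the number of genes with a closed region, the number with an opened region and the opened share of its regions were compared with 10000 random lists (two-sided), each member being drawn from the 50 genes closest in domain length, and the 54 p-values were adjusted together. Only accessible sites could be listed, so random lists matched on the estimated number of consensus peaks were added. The number of peaks in an interval was interpolated from the serial numbers of the listed regions.

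The rule for named genes, fixed before the data were examined, took for each direction the 10 genes with the most regions, the genes of the first 5 regions in the authors' order, 3 members of each list that passed, up to 2 members of each other list, and Tet1. Directions of neighbouring regions within 50 kb were permuted 10000 times. Each chromosome's opened share was compared with that of the others. Chromosome Y, with 2 opened regions, was not tested itself but was counted among the others. The surroundings of Tet1 were taken as 5 Mb on each side.

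Alternatives changed 1 choice at a time: merging distances, distance limits, coding genes only, window widths, distal or proximal regions, control windows (a second draw or shuffled sequences), opened regions sampled to the GC content of closed regions, domain definitions, matching of random lists, neighbour distances and windows around Tet1. As an exception, basal domains alone were compared with random lists drawn without matching. Chosen after seeing the data were the split of each list into earlier-listed and later-listed regions, matching and densities by estimated consensus peaks, the distal-only test of chromosomes, the second draw of windows for placement and composition, the count of regions without CpG and the runs of neighbouring peaks. The motif test was tested on simulated data: 4 of 4 motifs planted in 10% of one list's sequences were recovered, and 3 of 100 label permutations gave at least 1 call. Labels were permuted freely over shuffled sequences. These permutations could not show calls that arise from the lists' different base composition or from linked neighbours. With regions placed uniformly along the genome 0 of 54 list tests were called, and 2 of 2 lists given regions in 15 genes were recovered. Real regions fall only on accessible sites, so this simulation could not show calls that arise from the uneven density of such sites. The permutation test of means gave p = 0.453 without a shift and p = 0.0005 with a shift of 0.2 SD. Work was done in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and Matplotlib 3.10.9.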

Results

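Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts adapters into open DNA, in anterior neural progenitor cells on day 5 of their differentiation from male mouse embryonic stem cells. The cells had been treated with 5 µM XAV939, a tankyrase inhibitor that lowers Wnt/β-catenin signalling. The 4 libraries came from 2 Tet1 knockout (KO) lines and 2 wild-type (WT) lines, 1 library per line. TET1 is a dioxygenase that oxidises 5-methylcytosine. The comparison addressed where chromatin differed in the absence of TET1 when the Wnt-driven change of fate was held back. Each library pools many cells, and in the study's single-cell data most but not all cells treated in this way had forebrain identity. The lists cannot separate a change within 1 cell type from a different mixture of cells. Closed and opened mean less and more accessible in KO than in WT cells on day 5, not a change over time. The study reported that the closed regions had little accessibility earlier in differentiation, and that the opened regions were accessible already then. The authors' deposited lists give the position and direction of each differentially accessible region, without read counts, fold changes or values per library, so the depth of each library and the spread between lines are unknown. All positions are 1-based on mm10. Intervals are at 95% and cover counting error only. Those of single shares are Clopper-Pearson intervals, those of differences of shares Newcombe intervals, and that of the stratified odds ratio a Mantel-Haenszel interval.

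The authors' lists held 2341 regions closed and 4754 regions opened in Tet1 KO cells. There were 2.03 opened regions per closed region, and the opened share was 67.0% (65.9 to 68.1). All but 6 closed and 12 opened regions were 301 bp wide, and the lists covered 706 kb and 1434 kb of the genome. The serial numbers of the regions in the authors' consensus peak set reached 161006, so the listed regions made up at most 4.41% of that set. The lists hold no values per library, so no test across libraries was run.

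Among protein-coding genes, the T-box factor Tbx3 on chromosome 5 (119670669 to 119684724) had the most closed regions in its regulatory domain, 8 closed against 1 opened. It was followed by Prox1, a homeobox factor, with 7 closed and 2 opened regions, and by the leucine zipper factor Maf and the zinc finger factor Tshz3, each with 7 closed and 5 opened. Mab21l1, needed for eye development, Gm21954 with an overlapping domain, Ofcc1 and the lysine methyltransferase gene Smyd2 each had 6 closed regions and 1 opened. The most opened regions lay around Rapgef5, an exchange factor for RAP GTPases, with 13 opened and 1 closed, and around Grik3, a kainate receptor subunit, with 13 opened and 3 closed. Zfp36l1, which promotes mRNA decay, had 13 opened and 7 closed regions in its domain. Zfyve26, whose domain overlaps that of Zfp36l1, had 12 opened and 7 closed.

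Hes1, the Notch effector that keeps neural progenitors undifferentiated, had 12 opened and 4 closed regions around it on chromosome 16 (30064384 to 30067796). Wdr11 also had 12 opened and 4 closed regions, and the zinc finger gene Zfp462 had 12 opened and 1 closed. Inhba, which encodes the activin A subunit, had 11 opened regions and 0 closed on chromosome 13 (16011851 to 16031621). Jarid2, an accessory subunit of Polycomb repressive complex 2, and Shb, a signalling adaptor, each had 11 opened and 1 closed. At least 1 closed region lay in the domain of 3030 of 21938 protein-coding genes, at least 1 opened region in that of 4815, and both kinds in that of 1534. A region counted for every gene whose domain held it, and 5841 of the 7095 regions lay in 2 or more domains.

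**Figure D1:**
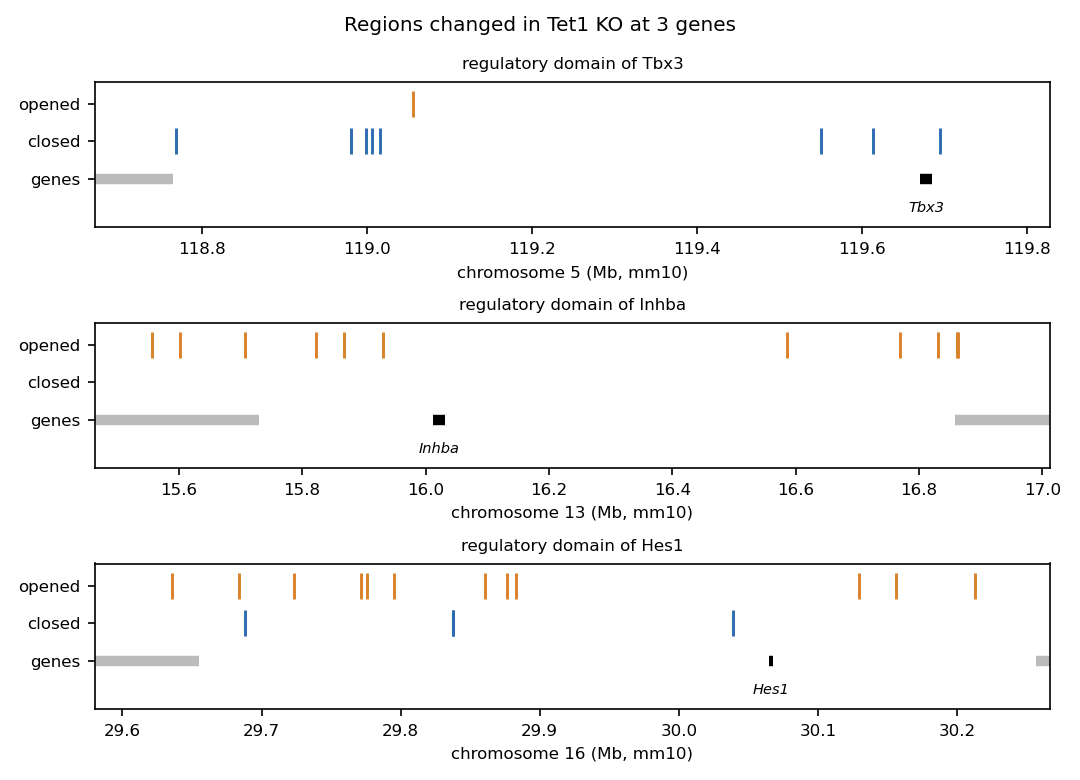
Regions closed (blue) and opened (orange) in Tet1 KO across the regulatory domains of Tbx3, Inhba and Hes1, by position in Mb (mm10); the black bar is the named gene, grey bars are neighbouring protein-coding genes, and close regions can overlap in the drawing. Tbx3 has 8 closed regions and 1 opened, Inhba 0 closed and 11 opened, and Hes1 4 closed and 12 opened.

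In the order of the authors' lists, the first closed region lay on chromosome 8 (106569104 to 106569404), 4.21 kb from the start of Gm10073 and in the domain of Cdh3, which encodes P-cadherin. The next lay near the chemokine genes Ccl22 and Cx3cl1, between Tut7 and the Hedgehog co-receptor gene Gas1, and at a promoter near Gm11032 and Ascc2. After them came a region in an intron of another gene, in the domains of Gm21954 and Mab21l1 and 30.9 kb from the start of Mab21l1. The first opened region lay on chromosome 12 (79719157 to 79719457), in an intron of another gene. It was in the domains of Zfyve26 and Zfp36l1, 394 kb from the start of Zfp36l1. The next opened region lay at the promoter of Pbx3, a homeobox cofactor. After it came one at a promoter in the domains of Tcp10c and the adhesion gene Afdn, 76.9 kb from the start of Afdn. The following lay at the promoter of Sgpl1, which encodes sphingosine-1-phosphate lyase, and between Nsg2 and Il9r. The lists are labelled as in ascending order, without the measure. If that were the KO over WT fold change, by which the study drew these regions, the first closed regions would be the most closed and the first opened regions the least opened, and the earlier-listed regions below would set the more closed against the less opened.

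Genes that mark neural progenitors had opened regions more often than random lists of genes with domains of similar length. Of the 26 genes, 22 had an opened region against a mean of 11.4 in random lists (permutation p = 0.0002, the smallest the draws can give, adjusted p = 0.0027), and 13 had a closed region against 6.92 (adjusted permutation p = 0.0295). The Notch ligand gene Dll1 had 9 opened regions and 0 closed, Gli3, a transcription factor of the Hedgehog pathway, 7 and 1, and the progenitor factor Sox1 6 and 4. Pax6 had 3 regions of each kind and Sox2 had 2 of each kind. Of the 30 genes of the forebrain and eye field, 20 had an opened region against 13.2 (adjusted permutation p = 0.0399) and 14 had a closed region against 8.96 (adjusted permutation p = 0.166). Six3, which represses posterior fate in the forebrain, had 8 opened and 4 closed regions, Otx2, which specifies anterior neural tissue, 8 and 5, and Lhx5 5 and 2. Of the 30 genes of midbrain, hindbrain and spinal cord, 19 had an opened region against 11.7 (adjusted permutation p = 0.0108) and 14 a closed region against 7.08 (adjusted permutation p = 0.0276). En1, Lmx1b and Irx3 each had 6 opened regions, with 0, 1 and 3 closed. Gbx2, which positions the border between midbrain and hindbrain, had 4 closed regions and 0 opened, Barhl2 3 and 0, and Barhl1 3 and 2.

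Of 35 axon guidance genes, 32 had an opened region in domains of up to 1 Mb against a mean of 20.7 (adjusted permutation p = 0.0027), and 21 had a closed region against 11.8 (adjusted permutation p = 0.0108). The excess of opened regions was not called with domains of up to 100 kb (18 genes against 10.5, adjusted permutation p = 0.0680). In basal domains alone 0 genes had one, which decides nothing, since random lists had very few as well. Sema6d had 7 opened regions and 0 closed, Sema6a 6 and 0, and the ephrin receptor gene Epha4 6 and 1. The semaphorin receptor genes Nrp1 and Nrp2 each had 4 closed and 2 opened regions, and Sema3a had 3 of each. Of 42 synapse and neuronal adhesion genes, 28 had an opened region against 20.7 (adjusted permutation p = 0.0412) and 13 a closed region against 12.6 (adjusted permutation p = 1). The excess of opened regions was lost with domains of up to 100 kb (12 against 11.4, adjusted permutation p = 1) and with the nearest TSS (18 against 16.4, adjusted permutation p = 0.934). Nrxn3 had 7 opened and 1 closed region, and Grin2b and Shank2 each 6 opened and 0 closed. The 30 neuronal differentiation genes passed in neither direction, with 16 having an opened region against 12.7 (adjusted permutation p = 0.480) and 14 a closed region against 8.14 (adjusted permutation p = 0.0786). The list passed for opened regions when each region went to the nearest protein-coding TSS (16 against 8.64, adjusted permutation p = 0.0194). It also passed with basal domains alone, against unmatched random lists (4 against 0.439, adjusted permutation p = 0.0396). In that list Insm1 had 3 regions of each kind, and Ebf3 had 4 opened and 1 closed.

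Genes of formative and primed pluripotency, the state of the epiblast before germ layers form, also lay near opened regions. Of the 20 genes, 13 had an opened region against a mean of 5.09 (adjusted permutation p = 0.0027) and 5 a closed region against 3.08 (adjusted permutation p = 0.551). Otx2 is in this list too, Tcf7l1, a repressor of Wnt targets, had 4 opened and 1 closed region, and Fgf5 had 3 opened and 0 closed. Of 20 naive pluripotency genes, 14 had an opened region against 8.53 (adjusted permutation p = 0.0412) and 4 a closed region against 5.28 (adjusted permutation p = 0.897). Sall4 had 5 opened regions, Klf4 and Klf5 4 each, and these 3 genes had 0 closed regions. Chosen after their values were seen, Nanog had 4 opened and 0 closed regions and Pou5f1, which encodes OCT4 and is in the formative and primed list, had 2 and 0. The naive list had 36 opened and 13 closed regions together, 8 of the closed ones at Tbx3, and its opened share of 73.5% was not shown to differ from random lists (adjusted permutation p = 0.886).

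Primitive streak, mesoderm and endoderm genes, the fates that Wnt signalling promotes, passed in neither direction. Of 23 primitive streak genes, 6 had an opened region against 5.02 (adjusted permutation p = 0.941) and 4 a closed region against 3.22 (adjusted permutation p = 0.942). Foxa2 had 3 opened and 0 closed regions, and Eomes 2 opened and 1 closed. Of 29 mesoderm genes, 12 had an opened region against 12.0 (adjusted permutation p = 1) and 13 a closed region against 8.09 (adjusted permutation p = 0.157), with 5 opened and 1 closed at Osr1 and 4 closed and 0 opened at the limb and heart factor Tbx5. Of 22 endoderm genes, 8 had an opened region against 7.24 (adjusted permutation p = 0.975) and 3 a closed region against 5.10 (adjusted permutation p = 0.581), with 4 opened and 1 closed at the chemokine receptor gene Cxcr4 and 3 opened and 0 closed at Cpm. Of 22 genes of the neural crest and non-neural ectoderm, 14 had an opened region against 8.46 (adjusted permutation p = 0.0432) and 11 a closed region against 5.32 (adjusted permutation p = 0.0412). Sox9 had 11 opened and 2 closed regions, the epithelial factor Grhl2 5 and 0, and Id2 5 and 2. The BMP target Id1 and Trp63, a regulator of epidermis, each had 3 closed regions and 0 opened, and Tfap2c had 3 closed and 1 opened.

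Wnt pathway genes had changed regions in both directions. Of the 43 genes, 24 had a closed region against a mean of 10.5 (adjusted permutation p = 0.0027) and 26 had an opened region against 15.6 (adjusted permutation p = 0.00864). Axin2, a feedback target of β-catenin, and Dkk3 each had 3 closed regions and 0 opened, and the receptor gene Fzd10 had 3 closed and 4 opened. Another receptor gene, Fzd1, had 6 opened and 2 closed regions, and Lef1, a partner of β-catenin, and Wnt5a each had 5 opened and 1 closed. Of 36 Nodal and BMP genes, 16 had a closed region against 7.87 (adjusted permutation p = 0.0108) and 17 an opened region against 12.9 (adjusted permutation p = 0.315). Bmp7 had 4 closed regions and 0 opened, the inhibitor gene Smad7 4 and 3, and Smad2 4 and 4. Of 29 Notch and Hedgehog genes, 17 had an opened region against 10.0 (adjusted permutation p = 0.0281) and 9 a closed region against 6.30 (adjusted permutation p = 0.483), and Hes1, Dll1 and Gli3 led that list.

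Of 27 genes of DNA methylation and Polycomb, 12 had an opened region against 6.18 (adjusted permutation p = 0.0399) and 5 a closed region against 3.75 (adjusted permutation p = 0.861). After Jarid2, the Polycomb genes Aebp2 and Ezh1 had 2 opened regions each. Imprinted genes passed in neither direction, with 9 of 22 having a closed region against 5.13 (adjusted permutation p = 0.206) and 7 an opened region against 7.46 (adjusted permutation p = 1). Peg3 had 5 closed regions and 0 opened, and Gnas had 1 closed and 4 opened. Of 30 housekeeping genes, 1 had a closed region against 2.00 (adjusted permutation p = 0.941) and 3 had an opened region against 3.57 (adjusted permutation p = 1), with 2 closed regions at Psmb2 and 1 opened at Actb.

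**Figure D2:**
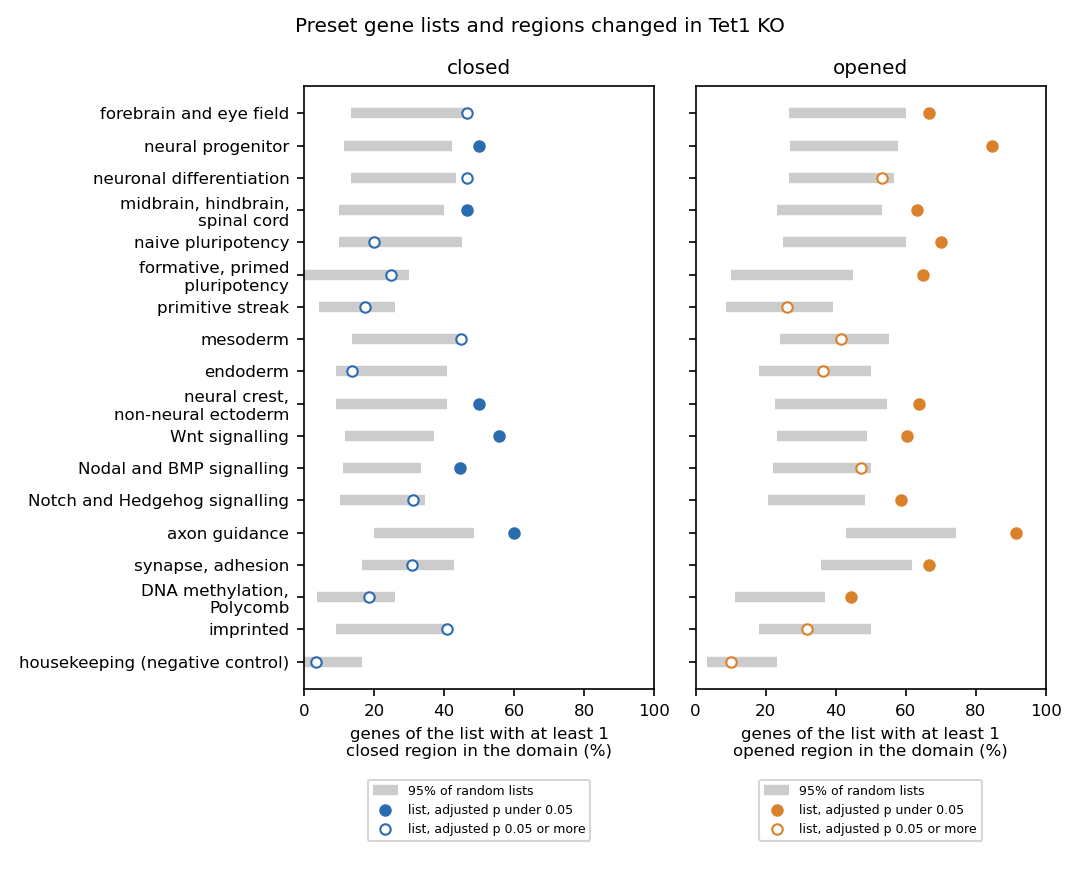
Share of the genes of each preset list with at least 1 closed (left) or opened (right) region in the regulatory domain, in %; grey bars span 95% of random lists matched on domain length, and filled points have an adjusted p under 0.05. Closed regions pass in 6 of 18 lists and opened regions in 11, with domains of up to 1 Mb.

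In all, 6 of the 18 lists passed for closed regions and 11 for opened regions, in 54 tests adjusted together. No list had an opened share of regions apart from that of random lists (0 of 18, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 0.185), so an excess in one direction was not shown to differ from the other. With domains of up to 100 kb, 1 of the 6 calls for closed regions was kept, that of Wnt genes, and 7 of the 11 for opened regions, with naive pluripotency, axon guidance, synapse and DNA methylation genes no longer passing. With distal regions alone, the opened calls of forebrain (16 against 11.9, adjusted permutation p = 0.365), midbrain and hindbrain, neural crest, naive pluripotency, synapse and DNA methylation genes and the closed calls of neural crest and of Nodal and BMP genes were lost. Long domains of developmental genes hold many accessible sites, and against random lists matched on the estimated number of consensus peaks, a background chosen after seeing the data, 0 lists passed for closed regions and 2 for opened regions. These were neural progenitor genes (22 against 14.0) and axon guidance genes (32 against 24.0), each with an adjusted p of 0.0216, while the adjusted p of the other calls ranged from 0.0594, for closed regions of Wnt genes and opened regions of formative genes, to 0.885.

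Opened regions carried the motifs of SOX and octamer factors more often than closed regions. The SOX motif was present in 36.4% (35.1 to 37.8) of opened and 16.2% (14.8 to 17.8) of closed regions, against 10.3% of GC-matched control windows of the opened regions and 10.1% of those of the closed regions. The octamer, bound by POU factors such as OCT4 and BRN2, was present in 11.9% (11.0 to 12.9) of opened regions and 2.05% (1.52 to 2.71) of closed regions, with 2.04% and 2.25% in their control windows. The joint OCT-SOX site was found in 0.316% of opened regions and in 0 of 2341 closed regions, with an upper 95% limit of 0.157% (adjusted exact p = 0.00814). The motif of ZIC zinc finger factors was present in 28.5% of opened and 16.4% of closed regions (11.2% and 11.5% in control windows). Forkhead motifs were present in 8.54% and 5.08%, and KLF-type CACC boxes in 18.0% and 13.1%. The CAGGTG E-box of the SNAI and ZEB repressors was present in 10.6% of opened regions and 4.40% of closed regions, below the 12.7% and 12.9% of their control windows.

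Closed regions in turn carried TEAD, TCF/LEF and homeodomain motifs more often. The motif of TEAD factors, which act with the Hippo effector YAP, was present in 23.2% (21.5 to 24.9) of closed and 13.4% (12.4 to 14.4) of opened regions, against 11.4% in either set of control windows. TCF/LEF motifs, the sites of β-catenin partners, were present in 8.89% of closed and 5.47% of opened regions (4.96% and 5.01% in control windows). The homeodomain core TAATTA, shared by LHX and RAX factors, was present in 6.92% of closed and 5.11% of opened regions, against 1.35% and 1.46% of control windows. The paired homeodomain dimer was present in 1.79% and 0.400%, NKX2 motifs in 9.65% and 6.82%, MEIS/TGIF motifs in 5.81% and 3.07%, TFAP2 motifs in 12.0% and 9.57%, the NR2F direct repeat in 0.641% and 0.0841%, and NRF1 motifs in 0.641% and 0.126%. The CACGTG E-box was present in 5.00% and 2.80%, with no difference detected between closed regions and their control windows (4.33%, adjusted exact p = 0.219) and opened regions below theirs (4.46%, adjusted exact p = 2.14e-07). OTX motifs were present in 16.1% of closed and 14.6% of opened regions, above the 6.79% and 7.40% of control windows in both, with no difference detected between the lists (adjusted exact p = 0.175).

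**Figure D3:**
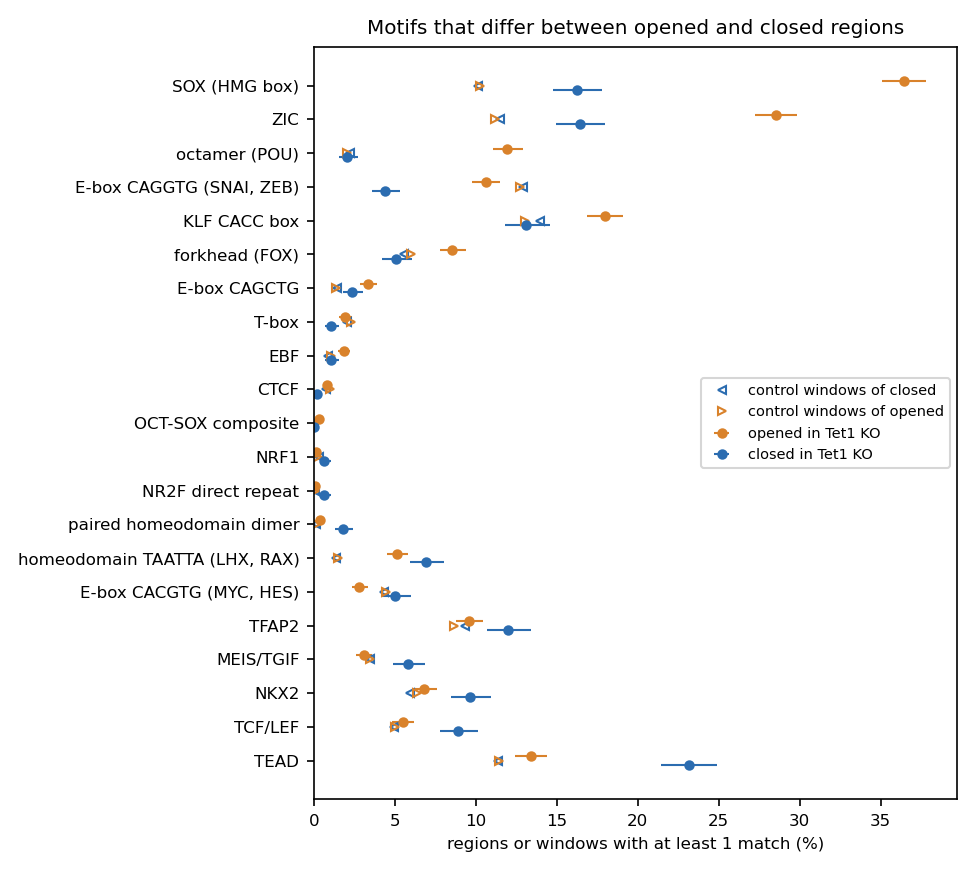
Share of regions with at least 1 match to each motif that differs between opened (orange) and closed (blue) regions, in %, with 95% Clopper-Pearson intervals; open triangles are the GC-matched control windows. SOX, ZIC and octamer motifs show the widest gaps toward opened regions, and TEAD, at 23.2% against 13.4%, the widest toward closed regions.

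Of 40 motifs, 11 were more frequent in opened and 10 in closed regions at an adjusted p under 0.05 (Fisher's exact test, two-sided, 120 tests adjusted together), and the other 4 of the former were the CAGCTG E-box, T-box, EBF and CTCF motifs. For T-box (1.94% of opened and 1.03% of closed regions) and CTCF (0.799% and 0.214%), closed regions lay below their control windows (2.03% and 0.726%, adjusted exact p = 0.00137 and 0.00534), and opened regions were not above theirs (2.30% and 0.960%). For SOX, octamer, ZIC and TEAD the adjusted p was 1.29e-71, 1.27e-52, 3.55e-29 and 2.25e-23, with odds ratios of 2.96, 6.48, 2.03 and 0.513 for opened against closed. Compared with control windows, 17 motifs were more and 6 less frequent in closed regions, and 17 were more and 4 less frequent in opened regions. Regions are not biological replicates and neighbours share their direction, so Fisher's tests over regions, here and below, treat as independent what is partly linked. The difference in TFAP2 was 0.724 percentage points toward opened regions among the earlier-listed 1170 closed and 2377 opened regions, and those in EBF and NKX2 changed sign among regions close to transcription start sites (TSSs), with no difference detected in any of the 3 (adjusted exact p = 0.665, 0.598 and 1).

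Closed regions were richer in CpG dinucleotides, the substrate of TET1 when methylated, than opened regions. They held 2.07 CpGs per 100 bp (SD 1.72, n = 2341) against 1.16 (SD 1.27, n = 4754), a difference of -0.914 for opened minus closed (SE 0.0400, permutation p = 1e-05, the smallest the permutations can give). Control windows matched on GC content within 2 percentage points had 1.63 and 1.42, so closed regions lay above and opened regions below their background (permutation p = 1e-05 for each). No CpG at all was found in 616 opened regions (13.0%) and in 50 closed regions (2.14%), against 8.32% and 7.91% of their control windows (odds ratio 6.82, Fisher's exact p = 4.53e-60 for opened against closed). The ratio of observed to expected CpGs was 0.299 in closed and 0.173 in opened regions (permutation p = 1e-05). Repeat-masked sequence made up 7.06% of closed and 13.4% of opened regions (permutation p = 1e-05), below the 28.6% and 29.3% of control windows. GC content was 51.1% and 50.1% (permutation p = 1e-05), but among the earlier-listed regions the difference turned to 0.980 percentage points higher in opened regions.

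**Figure D4:**
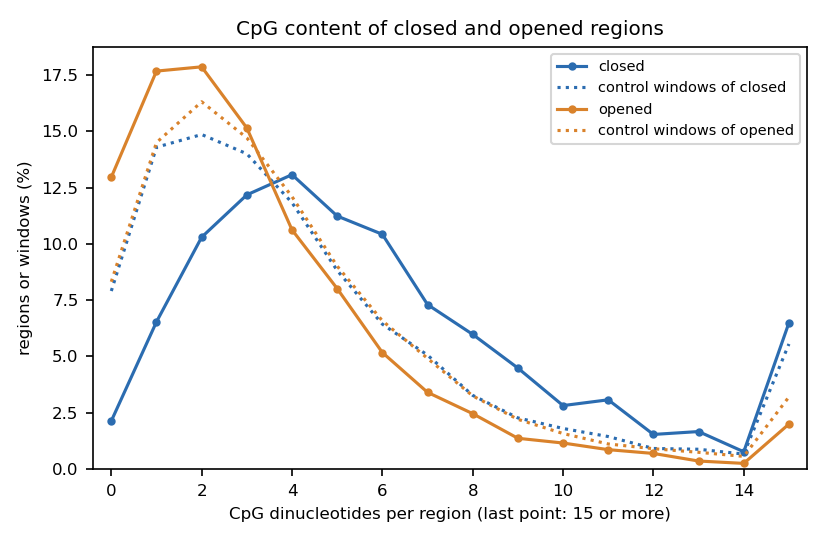
Number of CpG dinucleotides per closed (blue) and opened (orange) region, as a share of regions in %, with GC-matched control windows dotted; the last point collects 15 or more. The median is 5 CpGs in closed and 3 in opened regions, and 13.0% of opened regions have none.

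Closed regions lay more often at promoters and opened regions more often between genes. Promoters, within 1 kb of a TSS, took 315 closed regions (13.5%) and 395 opened regions (8.31%, adjusted exact p = 6.45e-11), exons 4.78% and 2.78% (adjusted exact p = 2.87e-05), introns 48.1% and 45.1% (adjusted exact p = 0.0198), and intergenic sequence 33.7% and 43.8% (adjusted exact p = 1.29e-15). Most regions of both lists were distal, more than 3 kb from a TSS: 1820 closed regions (77.7%, 76.0 to 79.4) and 3889 opened regions (81.8%, 80.7 to 82.9), a difference of 4.06 percentage points (Fisher's exact p = 5.96e-05). The median distance to a TSS was 11.4 kb and 13.0 kb. No difference in promoter share was detected between closed regions and their control windows (12.6%, adjusted exact p = 0.293), and opened regions were at promoters less often than theirs (11.3%, adjusted p = 8.15e-10). Both were distal more often than the 75.0% and 76.6% of control windows (adjusted exact p = 0.00696 and 6.48e-15). The promoter and distal differences depended on the place in the lists: among the earlier-listed regions they were 0.721 and -2.32 percentage points for opened minus closed, of opposite sign to the whole lists but with no difference detected (adjusted exact p = 0.529 and exact p = 0.110).

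Neighbouring regions tended to change in the same direction. Of 1830 pairs of neighbouring regions within 50 kb, 70.0% had the same direction, against a mean of 55.8% when directions were permuted (one-sided p = 0.0001, the smallest the permutations can give). Within 10 kb the share was 81.5%, and within 500 kb it was 62.1% (permutation p = 0.0001 for each). The longest runs of consecutive consensus peaks opened together held 4 regions, 1 of them within the receptor tyrosine kinase gene Tyro3 on chromosome 2 (119802813 to 119809253) and 1 on chromosome 5 (133983504 to 134028036), 93.9 kb from the start of Castor2 and outside any protein-coding gene.

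Chromosome X held mostly opened regions. It had 140 opened and 25 closed regions, an opened share of 84.8% (78.5 to 89.9) against 66.6% on the other chromosomes (odds ratio 2.81, Fisher's exact, adjusted p = 4.45e-06). Opened regions made up 5.13% of the consensus peaks estimated on X and 2.90% of those on the autosomes (Fisher's exact p = 4.67e-10), and closed regions 0.916% and 1.46% (p = 0.0186). The X-linked genes with the most opened regions, chosen after their values were seen, were Bcor, a Polycomb-linked corepressor, and Mbtps2, each with 6 opened and 0 closed, followed by H2al1j with 5 and 0 and Gpc3, which encodes glypican 3, with 5 and 1. None of the 19 autosomes passed, and the lowest adjusted p among them was 0.0625 for chromosome 3, where 60.2% of regions were opened. Among the earlier-listed regions the X difference was 14.8 percentage points with an adjusted p of 0.0743, and 2 autosomes, 1 and 3, passed there.

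**Figure D5:**
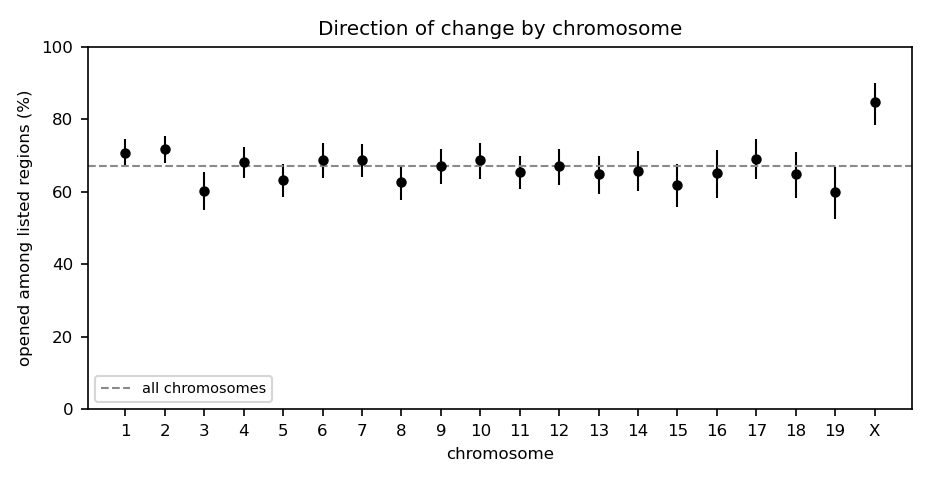
Share of listed regions that are opened on each chromosome, in %, with 95% Clopper-Pearson intervals; the dashed line is the share over all chromosomes, 67.0%. Chromosome X stands at 84.8%, above all 19 autosomes.

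Tet1 itself (chromosome 10, 62804570 to 62908996, minus strand) held 1 listed region, a closed region in an intron (62841955 to 62842255), 66.9 kb from the Tet1 TSS. Within 5 Mb of Tet1, 22 regions were opened and 19 closed, an opened share of 53.7% against 70.7% on the rest of chromosome 10 (Fisher's exact p = 0.0319). The share was 33.3% within 1 Mb, 40.9% within 2 Mb and 57.1% within 10 Mb (Fisher's exact p = 0.0295, 0.00728 and 0.0353). These windows are nested, and the smallest held 9 regions. The 41 listed regions there were 1.55 times the number expected from the average of the whole chromosome by length (exact binomial p = 0.00588) but 1.12 times that expected from estimated consensus peaks, with no difference detected (p = 0.430). By length the number was 2.08 times that expected within 2 Mb (exact p = 0.00140), but the excess did not pass within 1 Mb (exact p = 0.117) or 10 Mb (exact p = 0.134).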

Values the study reported

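The study reported 2341 regions that lost and 4754 regions that gained accessibility in Tet1 KO cells on day 5 with XAV939. For day 3, in cultures without XAV939, it reported 1997 differentially accessible regions between Tet1 KO and WT cells, of which 920 closed and 1077 opened. The day 3 and day 5 values therefore differ in treatment as well as in time. Of these day 3 regions, 68% of the closed and 84% of the opened ones lay more than 3 kb from a transcription start site.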

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

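The split of each list into earlier-listed and later-listed regions, the matching on consensus peaks and the second draw of windows for placement were chosen after seeing the data. Of 578 comparisons of a result with its value under an alternative, 412 kept their direction and their side of the threshold, or, for values without a test and counts, stayed close to the reported value. The motif differences of SOX, octamer, ZIC, CAGGTG, forkhead, TEAD and TCF/LEF did so under every alternative run, and 158 of 189 motif comparisons did in all. These comparisons set opened against closed regions. The second draw of windows and the shuffled controls changed only the background, so they could alter them only through the adjustment of p-values. Their agreement there was largely fixed in advance. The excess of CpGs in closed regions and the shared direction of neighbours kept their direction and side of the threshold under every alternative run for them. Opened minus closed ranged from -1.26 to -0.564 CpGs per 100 bp, and the share of pairs of the same direction exceeded the permuted mean by 6.36 to 25.8 percentage points. Causes of the changes below were not tested unless stated.

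With regions within 50 kb merged, the opened share was 64.8%. Among earlier-listed regions, opened minus closed was -2.32 percentage points for distal, 0.721 for promoter and 0.980 for GC content, and 0.724 for TFAP2; X exceeded the other chromosomes by 14.8 percentage points, 2 other chromosomes passed, and 1 list passed for closed and 5 for opened regions. Among later-listed regions, the intron difference was -0.768 percentage points, 6 motifs were more frequent in opened than closed regions, and 2 lists passed for closed and 3 for opened regions. With the second draw of windows, the exon share of closed regions was -1.07 percentage points from control (adjusted exact p = 0.0558). With shuffled controls, 3 motifs were less frequent in closed regions than in controls. In proximal regions alone, which are fewer, 11 motifs were more and 3 less frequent in closed regions than in controls, 1 was less frequent in opened regions than in controls, and 6 were more and 3 less frequent in opened than in closed regions; the differences were -0.648 for EBF and 0.0288 for NKX2. Within 1 Mb and 10 Mb of Tet1, the number of regions was 1.70 and 1.19 times that expected by length from the average of chromosome 10 (exact p = 0.117 and 0.134), and within 2 Mb it was 2.08 times (exact p = 0.00140).

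The number of lists that passed moved most. For closed regions it was 1 with domains of up to 100 kb, 3 with the nearest TSS, 1 with basal domains, 11 without matching, 0 when matched on regions per gene and 0 when matched on consensus peaks. For opened regions it was 7 with domains of up to 100 kb, 2 with basal domains, 5 with distal regions, 0 when matched on regions per gene and 2 when matched on consensus peaks. Neuronal differentiation genes gained a call for opened regions with the nearest TSS and with basal domains, the latter against unmatched random lists. Other calls were gained only without matching. Matching on regions per gene fixes most of the outcome by construction. With basal domains, the number of genes fell below the random mean by a difference of -0.233 for closed regions of neural progenitor genes, -0.274 for midbrain and hindbrain and -0.315 for axon guidance, and for opened regions of -0.439 for midbrain and hindbrain, -0.331 for neural crest and -0.521 for axon guidance. Random lists had so few genes in basal domains that these differences cannot show a deficit. Matched on regions per gene, the difference was -0.986 for closed regions of neural progenitor genes, -0.753 for axon guidance, and for opened regions -0.963 for neural crest and -2.06 for Wnt genes.

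A stricter threshold, the comparison of fold changes and leaving out each library in turn were planned but not run, because the lists give no fold, score or values per library. No paired analysis was possible because the lists give no values per library. The depth of the libraries is unknown.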

Other observations

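Chosen after the result was seen were the tests of the promoters behind the CpG difference and of the strain haplotype around Tet1.

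Beyond the genes named by rule, and chosen after their values were seen, single loci of the imprinted and mesoderm lists changed in one direction. Igf2r, which encodes the receptor that clears IGF2, had 3 closed regions and 0 opened, and Igf2 had 2 and 0. The 22 imprinted genes had 17 closed and 13 opened regions together, an opened share of 43.3%, but this did not pass against random lists (adjusted permutation p = 0.224). The mesoderm factor Hand2 had 3 closed regions and 0 opened, and Twist2 had 4 opened and 0 closed. In the forebrain list, Bcl11b, a zinc finger factor of cortical neurons, had 3 closed regions and 0 opened.

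Chromosome X held an excess of opened regions. A few clusters of neighbouring regions were argued against, since with clusters within 50 kb counted once X still exceeded the other chromosomes by 17.5 percentage points (adjusted exact p = 0.000238). The CpG density and TSS distance of its regions were argued against too, since the odds ratio stratified for both was 2.38 (1.53 to 3.69). An extra X chromosome in the KO lines stays open and cannot be told apart, since the promoter share of opened regions on X minus autosomes was -0.447 percentage points with an interval of -3.96 to 5.27. A biological difference between the genotypes, each represented by 2 lines, was not tested, and a karyotype of the KO lines would be needed to settle the copy number.

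Closed regions held more CpGs than opened regions. A GC content bias between libraries was argued against as the whole cause, since with GC content matched the difference was -0.730 CpGs per 100 bp (SE 0.0440, n = 2310 each), 79.9% of the whole. More promoters among closed regions were argued against as the whole cause as well, since among distal regions the difference was -0.757 (SE 0.0334), 82.8% of the whole. A difference in depth between libraries was not tested, since no counts are given. No biological explanation was tested here, since the lists hold no DNA methylation values. The study did measure methylation at the closed regions. It was high in both genotypes earlier, and by day 5 it had fallen in WT but not in KO cells. The study proposed that this persisting methylation goes with the reduced opening in KO cells. It also classed both lists as distal enhancers, from histone marks, CpG frequencies and TET1 binding in epiblast-like cells. For the opened regions it reported enrichment of a histone acetylation mark in early ectoderm over mesoderm and endoderm. For the closed regions it reported this mark in later fetal brain tissues.

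The opened share of regions was lower around Tet1 than on the rest of chromosome 10. For the window of 5 Mb on each side, regional variation of the kind found elsewhere goes with this, since 17.2% of 17499 windows around other genes had an opened share as low. The lower shares within 1 Mb (33.3%) and 2 Mb (40.9%) were not compared with windows around other genes. Whether regional variation reaches these shares is therefore not known. A strain haplotype flanking the targeted allele cannot be told apart, since the number of regions, 1.12 times that expected from consensus peaks, had an interval of 0.819 to 1.49. The design gives no biological explanation that could be tested here.

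The study drew these regions ordered by fold change, and a hypothesis of another kind is that the deposited lists may follow it, both running from low to high KO over WT fold change, so that the most opened regions come last and the most closed first. For the opened list, the later-listed regions carried octamers 6.14 percentage points more often than the earlier-listed (4.31 to 7.98), which the hypothesis needs. For the closed list, TEAD motifs differed by -1.35 percentage points between earlier-listed and later-listed regions (-4.76 to 2.07), which decides nothing.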
